# Zelda Binding in the Early *Drosophila melanogaster* Embryo Marks Regions Subsequently Activated at the Maternal-to-Zygotic Transition

**DOI:** 10.1371/journal.pgen.1002266

**Published:** 2011-10-20

**Authors:** Melissa M. Harrison, Xiao-Yong Li, Tommy Kaplan, Michael R. Botchan, Michael B. Eisen

## Abstract

The earliest stages of development in most metazoans are driven by maternally deposited proteins and mRNAs, with widespread transcriptional activation of the zygotic genome occurring hours after fertilization, at a period known as the maternal-to-zygotic transition (MZT). In *Drosophila*, the MZT is preceded by the transcription of a small number of genes that initiate sex determination, patterning, and other early developmental processes; and the zinc-finger protein Zelda (ZLD) plays a key role in their transcriptional activation. To better understand the mechanisms of ZLD activation and the range of its targets, we used chromatin immunoprecipitation coupled with high-throughput sequencing (ChIP-Seq) to map regions bound by ZLD before (mitotic cycle 8), during (mitotic cycle 13), and after (late mitotic cycle 14) the MZT. Although only a handful of genes are transcribed prior to mitotic cycle 10, we identified thousands of regions bound by ZLD in cycle 8 embryos, most of which remain bound through mitotic cycle 14. As expected, early ZLD-bound regions include the promoters and enhancers of genes transcribed at this early stage. However, we also observed ZLD bound at cycle 8 to the promoters of roughly a thousand genes whose first transcription does not occur until the MZT and to virtually all of the thousands of known and presumed enhancers bound at cycle 14 by transcription factors that regulate patterned gene activation during the MZT. The association between early ZLD binding and MZT activity is so strong that ZLD binding alone can be used to identify active promoters and regulatory sequences with high specificity and selectivity. This strong early association of ZLD with regions not active until the MZT suggests that ZLD is not only required for the earliest wave of transcription but also plays a major role in activating the genome at the MZT.

## Author Summary

The newly fertilized eggs of most animal species begin development with a series of rapid cell divisions. During this time of rapid DNA replication, there is little or no transcription of the embryo's genome, with the synthesis of new proteins being directed by a store of maternally deposited mRNAs. Several hours after fertilization, at a period known as the maternal-to-zygotic transition (MZT), transcription of the embryo's genome begins in earnest, but little is known about how this process is initiated. In this paper we investigate the role of a protein known as Zelda (or ZLD) at the MZT in the laboratory model insect *Drosophila melanogaster*. ZLD had been previously shown to control the activation of a small number of genes expressed prior to the MZT. Here, using an experimental technique (ChIP-Seq) that allowed us to visualize where on the genome a protein is bound, we show that, approximately an hour prior to the MZT, ZLD is bound to most of the genomic regions active at the MZT. This suggests that ZLD may act as a kind of an “on switch” for the zygotic genome, poising regions where it binds for activation at the MZT, and this raises the possibility that similar master regulators of the MZT exist in other species.

## Introduction

Delayed activation of the zygotic genome during the early phases of embryogenesis is a nearly universal phenomenon in metazoans. Immediately following egg activation, the zygotic genome is largely transcriptionally quiescent, with development controlled by maternally contributed mRNAs and proteins [1], [2]. At a point known as the maternal-to-zygotic transition (MZT) the degradation of maternally provided RNAs is tightly coordinated with widespread initiation of zygotic transcription. Despite the ubiquity of these events, we are only beginning to understand how the zygotic genome is activated at this discrete developmental timepoint.

In *Drosophila melanogaster*, the fertilized egg undergoes a series of replication cycles without cytoplasmic divisions to generate a syncytial blastoderm [3]. During cycle 14, the blastoderm nuclei cellularize and general zygotic transcription is initiated [3]–[5]. However, a subset of genes required for sex determination, pattern formation and cellularization are transcribed as early as cycle 8 [6]. These genes share a common set of related heptameric DNA motifs, CAGGTAG and related “TAGteam” elements, in their regulatory regions, the removal of which abolishes early activation [7].

Several factors present in the early embryo that bind to TAGteam elements have been identified [8]–[10], but accumulated evidence suggests that the zinc-finger transcription factor Zelda (ZLD) is the most important in regulating early gene expression. Mutations in *zld* lead to defects in early embryonic mitosis and severe cellularization defects by mitotic cycle 14 [10], [11]. A microarray study of ZLD-depleted embryos identified 120 genes whose proper expression during early embryogenesis is dependent on ZLD [10], but the full range of ZLD targets and its mechanisms of action are not known.

We have, for several years, been investigating the genome-wide binding of the transcription factors that regulate the anterior-posterior and dorsal-ventral patterning of transcription during and immediately following the MZT. We used chromatin immunoprecipitation coupled with DNA microarray hybridization (ChIP-chip) to identify the regions bound during mitotic cycle 14 by 21 of these patterning transcription factors. While the regions bound by any particular factor are, predictably, enriched for its target sequence, in virtually every case the most strongly enriched sequence was not the specific target, but CAGGTAG [12]. This striking and unexpected observation suggested that, in addition to its established role in regulating early transcriptional activation, ZLD might play a central role in regulating genome activity at the MZT. Here we investigate this possibility using chromatin immunoprecipitation coupled with high-throughput sequencing (ChIP-Seq) to determine the genomic landscape of ZLD binding as the embryo progresses through the MZT.

## Results

### ChIP-Seq on individually staged and hand-sorted embryos

Although we were particularly interested in the possible role of ZLD at the MZT (mitotic cycle 14), we felt it was essential that we investigate ZLD binding when it is known to activate early zygotic transcription, as well as at the onset of and during the MZT. We therefore collected embryos from population cages and fixed them for chromatin extraction at three timepoints following egg-laying: 60–90 minutes, targeting mitotic cycles 8 and 9 when ZLD levels increase [9], [11] and the earliest zygotic transcription occurs [6]; 120–150 minutes targeting mitotic cycle 13 and early mitotic cycle 14 when widespread zygotic transcription begins; and 180–210 minutes targeting late mitotic cycle 14 when robust zygotic transcription has been established.

In a typical ChIP experiment, chromatin would be prepared directly from these timed embryo collections. However, *D. melanogaster* females do not always lay eggs immediately following fertilization, meaning that while these bulk embryo collections were timed to target a particular stage, they invariably contained a small number of older embryos. Since, at this stage of development, even moderately older embryos contain substantially more DNA, even a small fraction of contaminating older embryos can represent a substantial fraction of purified chromatin. We therefore hand sorted each pool by individually examining every embryo under a light microscope and removing those that did not have the distinguishing morphological characteristics of the stage that sample was targeting.

Through this laborious procedure we obtained pure pools containing approximately 1, 0.2, and 0.1 g of embryos respectively for cycles 8–9, late cycle 13 and early cycle 14, and late cycle 14 (Figure S1). For simplicity, in the rest of the manuscript, we will refer to these samples as cycle 8, cycle 13 and late cycle 14 respectively, although we want to emphasize that we sorted embryos based on morphology and not directly on mitotic cycle, and each sample contained a mix of embryos at adjacent mitotic cycles.

We performed immunoprecipitations using previously described affinity-purified anti-ZLD antibodies [9]. To avoid possible cross reactivity between these antibodies and other zinc-finger containing transcription factors, we depleted our antibody pool of antibodies that recognize any of the four zinc fingers that comprise the DNA-binding domain. We sequenced immunoprecipitated DNA on an Illumina Genome Analyzer IIx, mapped reads to the *D. melanogaster* reference sequence using Bowtie [13], and identified peaks using the Grizzly Peak-finding algorithm (see Materials and Methods). These data represent the first genome-wide analysis of ZLD binding, and, to our knowledge, the first genome-wide analysis of transcription factor binding as the embryo proceeds through zygotic genome activation at the MZT.

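Sequences immunoprecipitated with the anti-ZLD antibodies were read from 3 libraries, 1 per stage. There were no replicates, so differences between stages are given as sizes, without a test. Embryos were harvested 60 to 90 min after laying for cycle 8, 120 to 150 min for cycle 13 and 180 to 210 min for late cycle 14, and the immunoprecipitations used 3.7, 6.6 and 6 µg of chromatin. For each stage the authors deposited the mapped reads, each 25 bp long, and the list of peaks with the interval and height of each, both on the dm3 assembly. The files held 13496488 mapped reads for cycle 8, 18870755 for cycle 13 and 17481411 for late cycle 14. These reads started at 3160282 distinct combinations of position and strand at cycle 8 (23.4% of reads), 9597918 at cycle 13 (50.9%) and 7165640 at late cycle 14 (41.0%), so that a position used at cycle 8 held 4.27 reads on average, against 1.97 and 2.44. Such copies need not be independent molecules, and the reads do not tell PCR copies from separate molecules that start at the same position. All intervals given here, exact Poisson for coverage and exact Clopper-Pearson for shares, both at 95%, cover counting error only. For the values given here, each read was extended to 150 bp, counted with its copies, and the coverage was scaled to 10000000 reads per library. The deposited lists name no centre, so the centre of a peak was taken as the position of highest coverage of the same library inside the interval, a choice made after the lists had been seen. The supplementary tables were used in part, as the first 1761 of the 11374 rows of Table S1, the first 1758 of the 10471 rows of Table S2, the first 1760 of the 9432 rows of Table S3 and the first 1758 of the 12135 rows of Table S4. In the rows of Tables S1 to S3, 96.3%, 98.9% and 99.3% of centres lay within 25 bp of the paper's peak position. Across the peaks of a list, which are not replicates, the highest coverage followed the deposited height with a Spearman coefficient of 0.98 in each library. The deposited height was a median of 0.93, 0.95 and 0.95 times that coverage. At a tolerance of 0.1, it equalled the paper's height in only 702 of the 1761 rows of Table S1. The same held for 561 of the 1758 rows of Table S2 and 514 of the 1760 rows of Table S3. Medians and counts of peak heights given here use the deposited values.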

### ZLD is bound to thousands of sites prior to the MZT

Although we used a relatively small amount of input chromatin for each sample, the ChIP-Seq data were of high quality, with well-resolved peaks and high signal-to-noise ratio (Figure 1A). 

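Within 150 bp of a peak centre lay 45.0% of the reads at cycle 8 (exact 95% interval 44.96 to 45.01), 50.8% at cycle 13 (50.81 to 50.85) and 52.5% at late cycle 14 (52.46 to 52.51). Keeping 1 read per position and strand, the alternative that moved the shares of the later stages most, gave 34.1%, 27.7% and 30.0%. That count has an upper limit at each site, which 200 sites were near at cycle 8, against 1550 at cycle 13 and 1282 at late cycle 14. The median normalized coverage of the chromosome arms was 4.45 at cycle 8, 3.71 at cycle 13 and 3.43 at late cycle 14, and corresponded to 6, 7 and 6 extended reads. The median deposited peak height was 25.6 times this background at cycle 8, 34.6 times at cycle 13 and 39.3 times at late cycle 14.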

We identified 11,374 peaks at cycle 8, 10,471 peaks at cycle 13, and 9,432 peaks at late cycle 14 (Tables S1, S2, S3).

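The deposited lists held these same numbers of peaks. Of them, 11028 at cycle 8, 10258 at cycle 13 and 9302 at late cycle 14 lay on the arms of chromosomes 2, 3, 4 and X. Deposited heights ran from 7.11 to 10887 at cycle 8 with a median of 113.7, from 15.6 to 10209 at cycle 13 with a median of 128.5, and from 13.8 to 9761 at late cycle 14 with a median of 134.9. The alternative that moved the numbers most kept only peaks at least as high as the cycle 8 median, and left 5687, 5777 and 5409 peaks, so the order of cycles 8 and 13 changed. Peaks with a height of 500 or more numbered 1221, 1642 and 1700. The highest peak of every list was the same intergenic site on 3L at 19549978, with a normalized coverage of 11370 at cycle 8, 11041 at cycle 13 and 10555 at late cycle 14. The next in rank at cycle 8 was an intronic site on 3L at 16107310, nearest the start of Taf4, with 9683, which fell to 7357 and then 5138. Intergenic and intronic are the labels of Table S4.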

**Figure 1:**
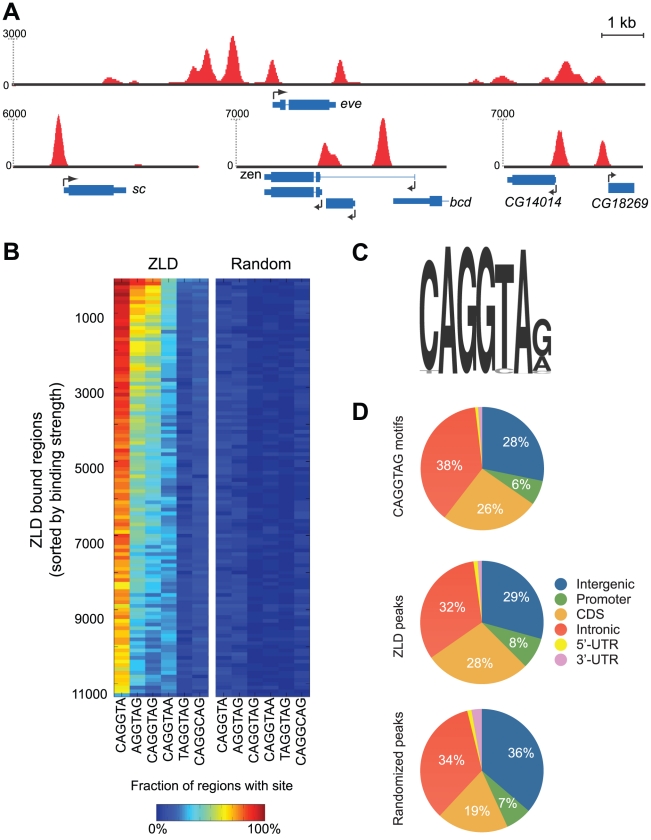
ZLD binds to TAGteam elements in promoters and regulatory elements prior to zygotic activation. (A) Snapshots of ZLD binding at cycle 8 in the loci containing the early-transcribed genes *scute* (*sc*), *even-skipped* (*eve*), *zerknüllt* (*zen*), CG14014 and CG18269 (B) Enrichment of ZLD binding site variants among ZLD peaks from cycle 8. Peaks were sorted from highest (top) to lowest (bottom) levels of binding and binned into groups of 100. The percent of peaks in each bin containing the appropriate motif within 150 bp of the peak location is indicated by the color of the cell in the left panel, the percent of peaks containing the motif after random repositioning of peaks is shown in the right panel. (C) Sequence motif identified from top 500 ZLD peaks using MEME [14] (D) Distribution of genomic annotations among occurrences of CAGGTAG (top), ZLD peaks at cycle 8 (center), and the expected distribution of annotations (based on their genomic abundance) after randomly repositioning the peaks across the genome (bottom).

We analyzed these regions for enriched occurrences of sequence motifs using a variety of computational algorithms [14]–[16], and consistently recovered the previously identified 7-mer CAGGTAG [7], [9], [10] and several variants as the primary determinants of ZLD binding in vivo (Figure 1B and 1C). For example, 66% of the top 1,000 ZLD peaks at cycle 8 contain the CAGGTAG motif at least once, as opposed to the random expectation of 1.8%. Similarly, CAGGTA and AGGTAG, two shorter versions of the motif, appear, respectively, in 94% and 75% of the most highly bound regions. There is also a strong correlation between the number of occurrences of CAGGTAG in a region and the magnitude of ZLD binding (Figure S2). Surprisingly, other TAGteam elements, including TAGGTAG and CAGGCAG, which were shown by mutation analysis to participate in the early expression of *scute* (*sc*) [7], and to be bound by ZLD in vitro [9], [10], were not significantly enriched among the top 1,000 regions bound in vivo.

As previous experiments implicated ZLD in the activation of early zygotic expression [10], [11], we focused our attention on binding at cycle 8, when zygotic transcription is initiated. 

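At cycle 8 the deposited list held 5 peaks within 5000 bp of sc (X, 290092 to 291530), 11 near eve (2R, 5866745 to 5868284) and 3 near zen (3R, 2578585 to 2582059), counted as sites whose centre lay in the gene or that flank. Gene positions and labels are those of the paper's tables on dm3, of which Table S5 was used as its first 1459 gene rows. The strongest site near sc, labelled promoter, had an interval from 289781 to 290110 and a normalized coverage of 5667 at its centre, with a Poisson interval of 5541 to 5796. A further site, labelled intronic, at 293986 reached 2437 (2354 to 2522). Near eve the highest coverage was 2930 (2840 to 3023) at 5865793, labelled intergenic, and the site labelled promoter at 5866742 had 1482 (1418 to 1548). Near zen the site labelled promoter at 2579975 had 3202 (3107 to 3298). A neighbour at 2581326, labelled intronic and nearest the start of CG1162, had 6679 (6542 to 6818).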

We observed strong ZLD binding to many genes in cycle 8 embryos, including the early-transcribed genes *sc*, *zerknüllt* (*zen*) and *even-skipped* (*eve*) (Figure 1A). ZLD was found at the promoters of 1,171 genes at cycle 8. However, promoters (defined here as 500 bp upstream to 150 bp downstream of the transcription start site) represented only eight percent of ZLD-bound regions, with the remainder distributed evenly across gene bodies and non-coding DNA (Figure 1D). The observed distribution of bound regions closely mirrors the distribution of the CAGGTAG motif across the genome (Figure 1D). Indeed, we find that 64% of CAGGTAG sites are bound by ZLD in cycle 8 embryos, indicating that ZLD's inherent affinity for DNA, rather than interactions with other factors or chromatin structure, is the major determinant of its binding at this early stage.

### ZLD directly regulates transcriptional activation in the early embryo

In their paper describing ZLD as a CAGGTAG binding protein, Liang et al. [10] used microarrays to measure expression differences between wildtype cycle 8–13 embryos and those lacking maternal ZLD. Although they identified 120 genes down-regulated in ZLD-depleted embryos, they could not determine how much of this effect was directly due to the actions of ZLD. To see if we could resolve this ambiguity, we compared their genome-wide mutant expression data to our ZLD binding data, and found a very strong association between ZLD binding and expression. In particular, most genes strongly bound by ZLD at their promoters during cycle 8, and detectably expressed in cycle 8–13 wildtype embryos, were downregulated in embryos lacking ZLD (Figure 2A). The effect is more pronounced when we exclude maternally deposited mRNAs (using data from [17]), as the expression effect of ZLD binding is restricted to zygotically transcribed genes (Figure 2B). These analyses suggest that the expression effects observed by Liang et al. were largely direct, and that ZLD binding to promoters is required for zygotic activation of the small number of genes transcribed in the early embryo.

**Figure 2:**
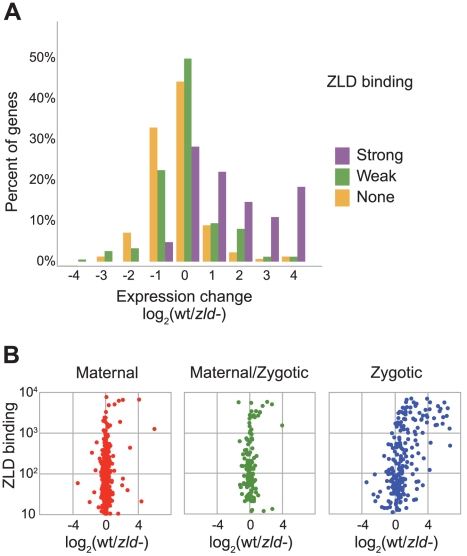
Zygotically transcribed ZLD targets are downregulated in embryos depleted for maternal ZLD. (A) Gene expression differences between wildtype embryos and ZLD-depleted embryos [10], among 101 zygotic genes with strong (greater than 500) ZLD cycle 8 binding at promoters (purple), at 270 zygotic genes with weaker ZLD promoter binding (green), and among 1639 zygotic genes with no ZLD promoter binding (orange). Zygotic genes are as defined in [17] (B) Comparison of effect of ZLD depletion and ZLD promoter binding at cycle 8 among maternally deposited genes with no zygotic expression in early embryo (left), genes that are both maternally deposited and zygotically transcribed (center), and genes with exclusively zygotic transcription (right). Classification of genes is as defined in [17].

### ZLD binds early to the promoters of genes subsequently transcribed at the MZT

Given this strong relationship between ZLD promoter binding in cycle 8 embryos and changes in transcription upon ZLD depletion, we next examined the relationship between ZLD binding and the onset of zygotic transcription in wildtype embryos. We took advantage of a recently published high-resolution time course of zygotic gene expression in the early embryo [17], and compared ZLD binding at the promoters of 2,010 genes with exclusively zygotic expression to the time at which the genes are first detectably transcribed (Figure 3).

**Figure 3:**
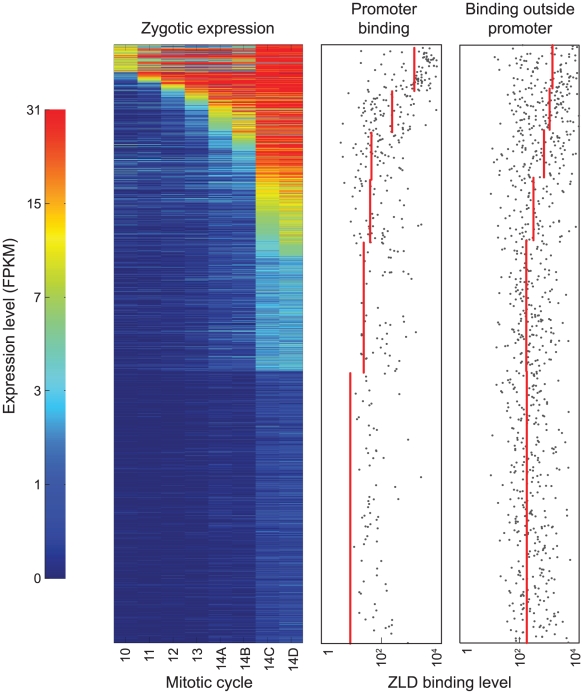
At mitotic cycle 8, ZLD marks promoter and non-promoter regions of genes activated at the MZT. The left panel shows the expression patterns of 2,010 genes with exclusively zygotic expression at eight timepoints before and during the MZT (list of zygotically transcribed genes and expression data from [17]). Genes are sorted from early (top) to late (bottom) onset of zygotic transcription. The two panels on the right show the levels of ZLD binding to promoter and non-promoter regions for each gene (grey dots; regions with no detected binding are not plotted). Red lines show average levels of ZLD binding in groups of genes with similar times of transcription onset.

Surprisingly, the promoters of many genes that are not expressed until cycle 14 were already bound by ZLD at cycle 8. For example, the genes *odd-paired* (*opa*) and *leak* (*lea*) are not expressed until mitotic cycle 14, but were highly bound by ZLD at cycle 8 (Figure S3). 

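Within 5000 bp of opa (3R, 678534 to 695709) the cycle 8 list held 13 peaks, and within 5000 bp of lea (2L, 1380085 to 1420449) it held 12. The site labelled promoter at opa, at 678358, had a normalized coverage of 536.4 at cycle 8 (498.1 to 577.0), and the strongest sites of the locus were 1 in an intron at 680110 with 1917 (1844 to 1992) and 1 upstream at 674772 with 1628 (1560 to 1697). At lea the highest cycle 8 coverage was 3291 (3195 to 3389) at 1411079, labelled intronic, followed by 1892 (1820 to 1967) at 1421839, labelled intergenic. A site at 1420619, near the start of lea, had 65.2 (52.3 to 80.3) and was not in the cycle 8 list within 150 bp of its centre. In the expression values of Table S5, which the paper takes from an earlier study, opa stood at 0.32 in cycle 13 and 352.1 in the last part of cycle 14, and lea at 0.15 and 156.7.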

More generally, there was a strong correlation between the strength of cycle 8 ZLD promoter binding and the onset and magnitude of gene expression (Figure 3), with higher levels of cycle 8 promoter binding associated with earlier and stronger expression.

### Early ZLD binding marks sites later bound by zygotically expressed transcription factors

While ZLD binding at promoters is strongly associated with zygotic transcription, the widespread binding of ZLD to non-promoter regions of genes active in the early embryo suggests a more general role in activating the zygotic genome. As shown in Figure 1D, more than 90 percent of the regions bound by ZLD are outside of promoter regions. And, as with promoter binding, there is a high correlation between ZLD binding in non-promoter regions and the timing and magnitude of zygotic expression (Figure 3).

As discussed in the introduction, many regions bound by the transcription factors that establish anterior-posterior (A-P) and dorsal-ventral (D-V) patterning in the early embryo are significantly enriched for CAGGTAG and other ZLD binding sites [12], [18]. We therefore compared ZLD binding at cycle 8 to genome-wide binding measurements of 21 transcription factors involved in A-P and D-V patterning [12], [18]. A strikingly large fraction of the regions most strongly bound by these factors in the cellular blastoderm at mitotic cycle 14 (which several lines of evidence suggest are functional enhancers [12], [18]) are already bound by ZLD at cycle 8 (Figure 4A). Given that only four of these factors (BCD, CAD, GT and KR) are present in the embryo at cycle 8, ZLD must be bound to this large collection of enhancers prior to the binding of most of these additional transcription factors—at least four nuclear divisions prior in the majority of cases.

**Figure 4:**
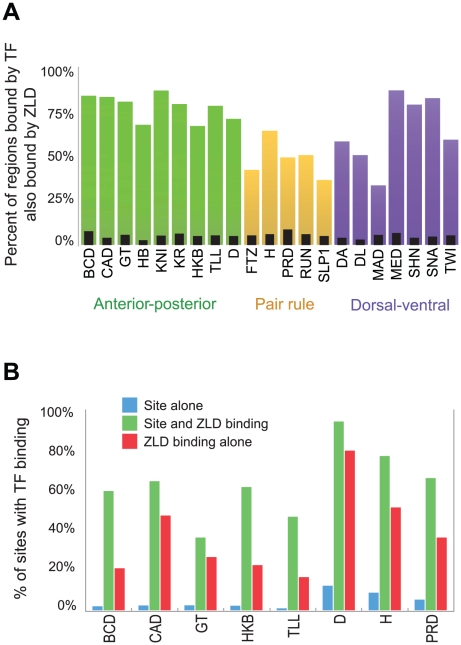
ZLD binding precedes and overlaps transcription-factor binding in regulatory sequences. (A) Fraction of regions highly bound (top 300 regions from [18]) by each of 21 transcription factors involved in anterior-posterior or dorsal-ventral patterning at cycle 14 that are bound by ZLD at cycle 8. As a control, narrow black bars show coverage after random reshuffling of ZLD-bound regions (B) For eight factors from [18], we compare the fraction of genome-wide recognition site occurrences that are occupied by each factor (blue), to the fraction of occupied sites that occur in regions that were bound by ZLD in cycle 8 (green). The significant increase in the probability of a factor binding to its own recognition sites in ZLD-bound regions emphasizes the role that ZLD plays in activation of the zygotic genome. Red bars mark the expected percent of TF-occupied sites among ZLD peaks, even in the absence of a TF-recognition element. We analyzed only the eight factors with clear simple recognition elements based on in vitro binding data.

To examine whether ZLD binding affects subsequent transcription factor binding or is simply associated with it, we examined the relationship between the presence of transcription factor target sequences, ZLD binding and transcription factor binding for the subset of factors whose binding specificity is known. As expected, the presence of a target sequence alone is a poor predictor of binding of the corresponding factor (Figure 4B, blue bars), presumably because many of these sequences are found in regions of closed chromatin [19]. However, when we restrict this analysis to regions bound early by ZLD the predictive power of these motifs increases dramatically (Figure 4B, green bars), suggesting that ZLD binding plays a significant role in determining which regions of the genome are accessible to transcription factor binding.

We next directly examined the relationship between ZLD binding and chromatin accessibility, using recently published DNAseI accessibility from cycle 14 embryos [20]. We found that ZLD binding at cycle 8 was strongly predictive of DNAseI accessibility at cycle 14, with regions bound strongly by ZLD at cycle 8 highly enriched for regions of open chromatin at cycle 14 (Figure 5A). 

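The peaks in the first 1000 rows of Table S1 had a median normalized ZLD coverage of 1194 at cycle 8 at the paper's peak position, with quartiles of 834.8 and 1999. The paper's DNaseI value at the same peaks, measured at cycle 14 in another study, had a median of 63.0 with quartiles of 20.7 and 185.1. The paper's value was 16 or more at 798 of the 1000 peaks and 64 or more at 497. The values at shuffled positions in Figure 5A were not analysed here.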

There is also a strong correlation between the amount of ZLD binding at cycle 8 and regions of high DNA accessibility at cycle 14 (Figure 5B; r = 0.27). The relationship between ZLD binding at late cycle 14 and DNAse accessibility at cycle 14 was even stronger (Figure 5C; r = 0.43).

**Figure 5:**
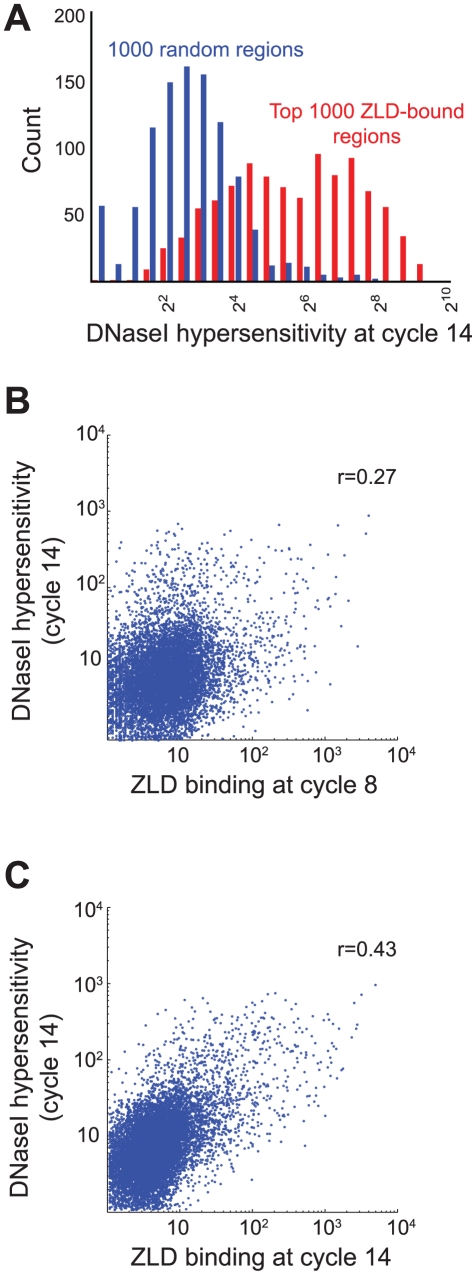
Early ZLD binding predicts chromatin state at the MZT. (A) Histogram of DNA accessibility based on DNaseI hypersensitivity from [20] among the most strongly bound 1,000 ZLD peaks at cycle 8 (red) and among randomly shuffled peak positions (blue). (B) Comparison of genome-wide ZLD binding at cycle 8 (x-axis) vs. the DNaseI hypersensitivity values at cycle 14 [20], showing a genome-wide correlation coefficient of 0.27 (C) Same as (B), but using ZLD binding from late cycle 14, showing correlation coefficient of 0.43.

The increasing conformity of ZLD binding to chromatin state piqued our interest in the dynamics of individual ZLD binding sites. ZLD binding is fairly stable over time: of 12,135 peaks found in pooled data from the three stages, 10,873 (90%) are found in all three stages (Figure S1B and Table S4). For example, ZLD is bound at all three stages to genes such as *sc* and *eve* that are transcribed prior to the MZT, as well as to genes such as *lea* and *opa* that are expressed only later. 

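Merging peaks of the 3 deposited lists whose centres lay within 150 bp gave 16278 sites. Of these, 5108 (31.4%, exact 95% interval 30.7 to 32.1) were in all 3 lists, 4282 in the cycle 8 list alone, 630 in the cycle 13 list alone and 1481 in the late cycle 14 list alone. A further 1938 sites were in the cycle 8 and cycle 13 lists, 2794 in the cycle 13 and late cycle 14 lists, and 45 in the cycle 8 and late cycle 14 lists. Of the alternatives set before the data were examined, requiring centres within 50 bp moved the share most, to 28.7%. A larger move came from an alternative chosen after seeing the data, in which a site was present at a stage where its coverage was at least 2 times the background of the arms. It gave 91.1% of the 16278 sites, and 96.5% of the 12135 sites strongest in pooled coverage. Sites in the list of 1 stage only were mostly weak. The sites of the cycle 8 list alone had a median normalized coverage of 86.7 at cycle 8, 31.8 at cycle 13 and 14.3 at late cycle 14, all above the background of the arms, whereas sites in all 3 lists had medians of 194.9, 297.8 and 251.7. Among peaks at or above the median height of their own list, 62.9% at cycle 8, 78.7% at cycle 13 and 71.5% at late cycle 14 were in all 3 lists. The legend of Figure S1 describes another procedure, in which peaks were called in pooled reads and occupancy was then computed from the reads of each stage. From the share of pooled peaks found at every stage, the paper states that ZLD binding was fairly stable.

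**Figure D1:**
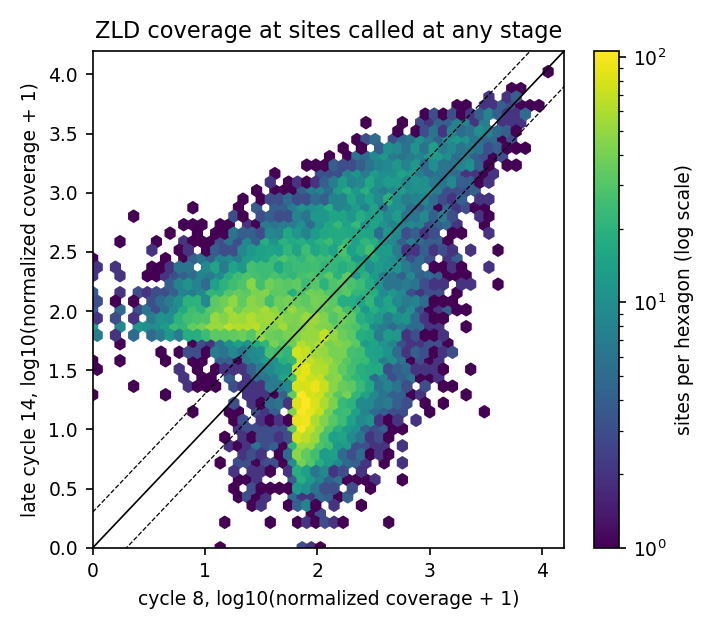
Normalized ZLD coverage of the 16278 sites at cycle 8 (horizontal) and late cycle 14 (vertical), as log10 of coverage plus 1, with the number of sites per hexagon in colour. The solid line marks equal coverage and the dashed lines a 2-fold difference. The empty corner at low coverage reflects that every site was called as a peak in at least 1 list.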

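Within 5000 bp of these genes, 4 of 6 sites at sc, 8 of 12 at eve, 10 of 17 at lea and 7 of 16 at opa were in all 3 lists. Coverage at the promoter site of sc was 4604 at cycle 13 (4508 to 4702) and 5730 at late cycle 14 (5618 to 5843), a log2 ratio of late cycle 14 to cycle 8 of 0.02. At the promoter site of eve it was 1235 (1186 to 1286) and then 628.1 (591.5 to 666.4), a log2 ratio of -1.24. The strongest site of lea, at 1411079, rose to 4149 and then 4881, with a log2 ratio of 0.57. At opa the upstream site at 674772 rose to 2925 and then 3437 (log2 ratio 1.08), while the promoter site at 678358 fell to 460.5 and then 247.1 (log2 ratio -1.12, or -0.35 with reads counted over 300 bp). A neighbouring site at 678119, without a label in the rows used, rose from 91.1 at cycle 8 to 302.6 and then 323.2 (log2 ratio 1.83, or 0.54 over 300 bp). It too lay in the promoter of opa as the paper defines promoters. The cycle 13 peak (678001 to 678560) and the late cycle 14 peak (677951 to 678550) each covered both positions. The opposite changes therefore rest on how 1 promoter peak was split by its centres. The paper's promoter values for opa are 540.2, 460.0 and 320.4. The site of lea at 1421839 had a log2 ratio of 1.13. With 1 read per position and strand the ratios at 1411079, 674772 and 1421839 became -1.15, -0.89 and -0.97, but that count cannot exceed 300 at any site.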

There are, however, clear changes in binding. For example, 775 sites are present in cycle 8 embryos but absent at late cycle 14 (Figure 6A, Figure S1B, and Table S4). This dynamic binding is specific to individual bound regions, as we identified many loci where ZLD binding at one site remained unchanged while binding to a neighboring binding site increased or decreased.

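In the deposited lists, 6220 sites were present at cycle 8 and had no late cycle 14 peak within 150 bp, and 4275 were present at late cycle 14 and not at cycle 8. Measured as coverage at all 16278 sites, 6544 were lower by 2-fold or more at late cycle 14 than at cycle 8 and 5671 were higher. Counting error alone, drawn from a Poisson distribution with 1 level per site, gave a mean of 2.4 sites lower and 4.2 higher. These draws treat copies as separate molecules, so with PCR copies they understate counting error. Of the alternatives that used every site, scaling by the reads outside sites moved these counts most, to 5861 lower and 6383 higher, so that more sites rose than fell. Near CG14014 and CG18269 on 2L, the site labelled as the promoter of CG18269 at 5551926 fell from 3451 (3352 to 3551) at cycle 8 to 1716 (1657 to 1776) at cycle 13 and 475.9 (444.1 to 509.4) at late cycle 14, a log2 ratio of -2.86. The site labelled as the promoter of CG14014 at 5550956 went from 4642 to 3080 and 3189, a log2 ratio of -0.54. The largest falls chosen by a fixed rule were on 3LHet at 1884945, labelled intronic, from 425.3 to 0.57 (0.014 to 3.19), and on 3L at 4480499, labelled CDS and nearest the start of CG7465, from 2947 to 12.6 (7.89 to 19.1). The third was on 3L at 4486776, labelled CDS and nearest CG13722, from 599.4 to 2.86 (0.93 to 6.67).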

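On the chromosome arms 4742 pairs of adjacent sites had centres 500 to 2000 bp apart, beyond the 150 bp to which reads were extended. In 775 of these pairs (16.3%) the log2 ratio of late cycle 14 to cycle 8 stayed within 0.5 of 0 at 1 site and changed by 2-fold or more at the other. In 442 pairs (9.32%) 1 site rose and the other fell, each by 2-fold or more, and in 2929 (61.8%) the changes differed by 2-fold or more. These shares were not higher than those of more distant pairs. Of adjacent sites 2000 to 20000 bp apart, 17.9% had 1 stable and 1 changed site and 18.4% changed in opposite directions, and of those 20000 to 50000 bp apart, 17.7% and 21.2%. Changes at these neighbours were related, with a Spearman coefficient across pairs, which are not replicates, of 0.60. The coefficient was 0.31 and 0.17 for the more distant pairs, in the same order. At sc, for example, the site at 291804 had a log2 ratio of 0.04 and the next site at 293376 a ratio of -2.11.

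**Figure D2:**
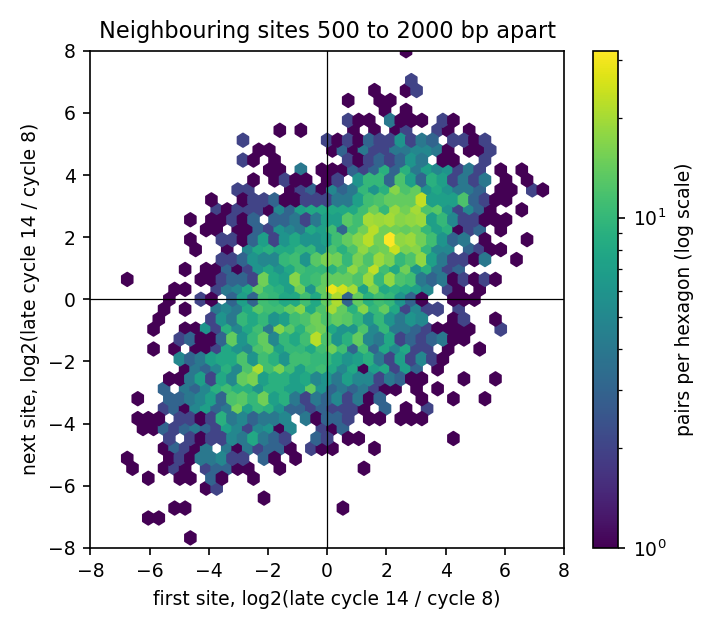
Log2 ratio of late cycle 14 to cycle 8 coverage at the first (horizontal) and the next (vertical) site of the 4742 pairs of adjacent sites 500 to 2000 bp apart, with the number of pairs per hexagon in colour. The upper left and lower right corners hold pairs that changed in opposite directions.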

**Figure 6:**
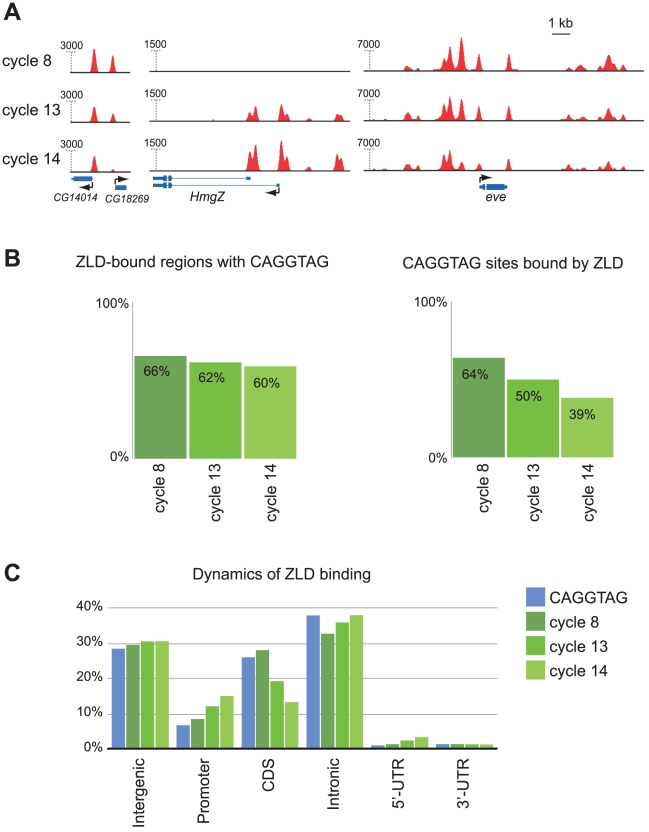
ZLD binding dynamics through the MZT. (A) Dynamics of ZLD binding during cycle 8 (top track for each gene), cycle 13 (middle track), and late cycle 14 (bottom track) at three genomic loci: and CG14014/CG18269, *HmgZ*, and *even-skipped* (*eve*) (B) Specificity and sensitivity of the relationship between CAGGTAG and ZLD binding at the three timepoints. Shown are the fractions of the top 1,000 ZLD peaks that contain the motif at the three timepoints (left), and the fraction motif occurrences that are bound by ZLD (right). (C) Distribution of genomic annotations among genomic occurrences of the CAGGTAG motif (blue) and ZLD peaks from three timepoints (green).

An interesting pattern emerged when we examined the relationship between ZLD binding, TAGteam sites and gene annotations at the three developmental stages. At cycle 8 there is a very strong relationship between occurrences of CAGGTAG and ZLD binding (Figure 6B): over 66% of the top 1,000 ZLD bound regions contain a CAGGTAG site (compared to 1.8% expected at random), while an astonishing (relative to other studied factors) 64% of genomic CAGGTAG sites are indeed bound by ZLD. The unusually high fraction of CAGGTAG sites bound by ZLD at cycle 8 suggests that chromatin at this stage is in a fairly accessible state. By cycle 13, only 50% of CAGGTAG sites are bound (Figure 6B), as ZLD binding becomes more enriched in promoter sequences and less enriched among coding regions (Figure 6C). 

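Labels of the whole lists were not analysed here. In the first 1000 rows of the paper's tables, 167 peaks were labelled promoter at cycle 8 and 199 at cycle 13, and 186 were labelled CDS at cycle 8 and 122 at cycle 13. To set the reads beside these labels, coverage was measured at the first 1000 of the 12135 pooled peaks of Table S4. Their rank comes from pooled reads, of which the cycle 8 library held the fewest, and is not neutral between stages. The median coverage of its 200 promoter peaks was 1428 at cycle 8 and 1806 at cycle 13, and that of its 117 CDS peaks was 1457 and 1462.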

And by late cycle 14, only 38.5% of the CAGGTAG sites are bound (Figure 6B) and the shift from coding region to promoter binding continues (Figure 6C). 

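In the first 1000 rows of the late cycle 14 table, 207 peaks were labelled promoter and 73 CDS by the paper. At the first 1000 pooled peaks, the median log2 ratio of late cycle 14 to cycle 8 coverage was 0.64 for promoter peaks (0.60 to 0.66), 0.73 for intergenic peaks (0.70 to 0.78), 0.99 for intronic peaks (0.96 to 1.00) and -0.25 for CDS peaks (-0.28 to -0.20). The ranges are 95% ranges of 200 Poisson redraws, which treat copies as separate molecules. Over all 16278 sites the median was -0.19, so the values at these highly ranked peaks compare the labels with one another and do not give the change of binding as a whole. Late cycle 14 coverage was higher at 136 of 200 promoter peaks, 213 of 286 intergenic peaks, 297 of 369 intronic peaks and 52 of 117 CDS peaks. Scaling by the reads outside sites raised every ratio and turned the CDS median to 0.09, still the lowest of the 4 labels. With 1 read per position and strand all 4 medians were negative, but 882 of the 1000 peaks at late cycle 14 were then near the highest coverage this count allows, against 197 at cycle 8.

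**Figure D3:**
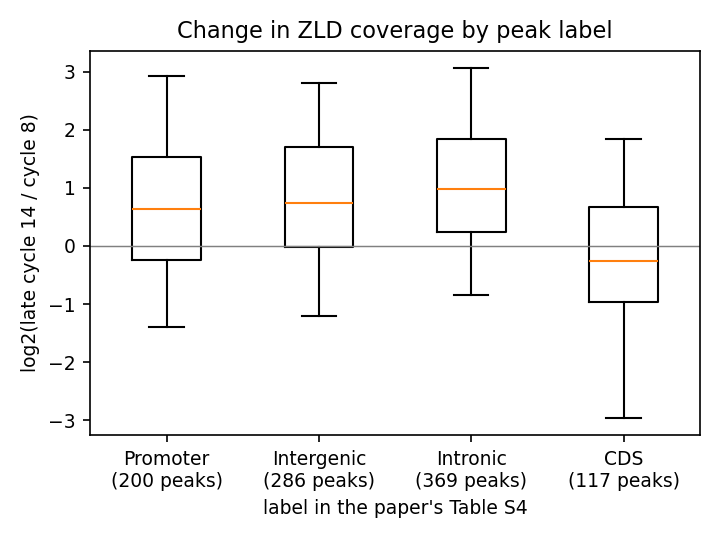
Log2 ratio of late cycle 14 to cycle 8 coverage at the first 1000 pooled peaks, by the label of Table S4. Lines are medians, boxes quartiles and whiskers the 5th and 95th percentiles; the 117 CDS peaks lie lower than the other 3 groups.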

The decreasingly specificity of ZLD for CAGGTAG sites over time suggests that the chromatin landscape is becoming more differentiated, and may also reflect the larger number and greater diversity of DNA-binding proteins present after zygotic transcription begins.

## Discussion

### A model for ZLD as a pioneer transcription factor that shapes the chromatin landscape at the MZT

ZLD and the TAGteam sequences to which it binds were originally identified as key regulators of the early wave of zygotic transcription that precedes the MZT [7], [10], and our genome-wide measurements of ZLD binding validate this activity. However, we have demonstrated that ZLD is also bound to the promoters and enhancers of more than a thousand genes that are not transcribed until the MZT, and that early ZLD binding is strongly associated with open chromatin and transcription factor binding during the MZT. Thus, rather than being specifically involved in the onset of zygotic transcription, our data indicate that ZLD has a much wider role in activating the zygotic genome, although its specific molecular mechanism remains elusive.

The sequence of ZLD offers few clues to its function. Its roughly 1,600 amino acids contain no known domains besides C2H2 zinc-fingers, and none of its orthologs (found only in arthropods) have been experimentally characterized [10], [11], [21]. That ZLD is important in both promoters and enhancers, and that its binding seems to affect the distribution of a diverse collection of transcription factors, argue against it directly recruiting polymerase and transcription factors. We propose instead that ZLD acts as a generic activator of the zygotic genome by controlling chromatin accessibility and/or histone modifications in the regions where it is bound.

There is increasingly good evidence that difference in chromatin state across the genome at the MZT play a major role in determining which regions are active. We and others have recently assayed the state of chromatin in cycle 14 embryos and shown that regions of concentrated transcription factor binding are strongly associated with regions of “open” chromatin [22], and that temporal changes in DNA accessibility and transcription factor binding are often coordinated [20]. Furthermore, a recent computational analysis from our lab that dissected the factors that influence our ability to predict transcription factor binding offers compelling evidence that, at least in the *D. melanogaster* blastoderm, the state of chromatin shapes—and does not simply reflect—transcription factor binding [19]. But one important question left unanswered by these studies is how differences in chromatin state are established. Our data and analyses clearly implicate CAGGTAG sites and ZLD.

We already knew that CAGGTAG sites were enriched in active promoters and regions of transcription factor binding at the MZT [7], [10], [12], [18], and that the gain and loss of CAGGTAG sites is a major driver of changes in transcription factor binding at the MZT between different *Drosophila* species [23]. Here we have shown that ZLD binds to these CAGGTAG sites in vivo; that there is a tight connection between ZLD binding, chromatin state and MZT activity; and, crucially, that ZLD binding precedes, by at least several mitotic cycles, transcription factor binding and transcription at regions active at the MZT. Thus it is in precisely the right places at the right time to act as a generic activator of the MZT.

Although little is known about the chromatin state in the early embryo, our data support a model in which the genome transitions from a fairly uniform open state (in which ZLD binds to 65% of CAGGTAG sites) to the mosaic of open and closed domains known to exist in cycle 14 [22] (and in which ZLD binds to only 39% of CAGGTAG sites). If this is correct, we suggest ZLD likely plays a role in managing this transition, recruiting or repelling chromatin remodeling proteins to the regions where it is bound in uniformly open chromatin at cycle 8 and thereby ensuring they remain open at cycle 14. It is, however, also possible that early ZLD binding to its MZT targets may represent opportunistic binding of the protein to accessible regions containing CAGGTAG sites, with its MZT-specific activity arising from binding closer in time to the MZT.

ZLD shares some compelling similarities with *Xenopus* β-catenin, which is required for expression of a subset of genes prior to the MZT [24]. At least two genes, *siamois* and *xnr3*, require β-catenin for expression, but are not expressed until the MZT. β-catenin is required at or before the 32 cell stage to poise *siamois* and *xnr3* for activation and helps to establish this poised state by recruiting the histone methyltransferase Prmt2 to the promoters of these genes [25]. Thus β-catenin and ZLD are similarly required to drive pre-MZT expression of a subset of genes and also to poise additional genes for activation at the MZT. But unlike the specialized function of β-catenin, our data suggest that ZLD acts globally to activate the zygotic genome.

Our proposed function for ZLD is reminiscent of the so-called “pioneer” transcription factors. This concept was introduced to describe the role of FoxA1 in regulating gene regulation in the developing mammalian liver. In the undifferentiated endoderm, FoxA1 is bound to the enhancer of the hepatocyte-expressed albumin gene (*Alb1*) before *Alb1* is expressed [26]. FoxA1 binding mediates chromatin decondensation, and this modified chromatin environment allows for the subsequent binding of additional transcription factors that drive liver-specific gene expression [27].

However, in contrast to chromatin in multipotent progenitor cells, the chromatin of the totipotent cells of the early embryo are likely to be in a relatively “open” conformation [28]. Thus, ZLD may not actively mediate chromatin decondensation but rather may act to maintain regions of accessible chromatin. There is precedent for chromatin remodeling being involved in the MZT. In mice, the chromatin-remodeling enzyme BRG1 is required for zygotic genome activation [29].

Work in embryonic stem cells and in zebrafish embryos suggests that transcriptional activation at the MZT also involves specific histone modifications. In zebrafish, histones acquire modification patterns reminiscent of pluripotent embryonic stems cells as the embryo progresses through the MZT [30]. Most notably, histone H3 acquires both marks of active transcription, tri-methylation on lysine four (H3K4me3), and of repression, tri-methylation on lysine 27 (H3K27me3). These bivalent histone marks were initially observed in embryonic stem cells and have been shown to poise the genomes of these cells for differentiation [31]–[33].

Such bivalent marks have not been observed in *Drosophila*. However the earliest embryos examined were 4–12 hours old [34], after the embryo has transitioned through the MZT and its cells are no longer fully pluripotent. Recently, it has been shown that in embryonic stem cells, bivalent domains are resolved as cells differentiate [33], raising the possibility that bivalent domains are present in *Drosophila* but no longer evident in the post-gastrulation embryos that have been examined. Perhaps ZLD works by recruiting or otherwise influencing the recruitment of proteins that modify chromatin, or by modifying chromatin itself. However, the fact that no bivalent domains have been observed in *Drosophila* or in *Xenopus* [35] leaves open the possibility that ZLD is acting through a different mechanism. It is imperative that careful genome-wide analysis of histone modifications be performed in *Drosophila* and other species as they transition through the MZT to determine whether the formation of bivalent chromatin domains is a common characteristic of pluripotent cells.

### What differentiates ZLD target genes expressed prior to the MZT from those genes expressed only later?

The genes most highly-bound by ZLD are transcribed by cycle 10. In one case, it has been shown that increased ZLD binding alone can lead to precocious activation [7], and it is possible that high levels of ZLD binding to promoters and proximal enhancers is sufficient to activate expression. However, most ZLD bound regions are not active until cycle 14. The generally lower levels of ZLD binding to these regions may necessitate the presence of other factors (such as patterning transcription factors or STAT92E [36]) not expressed or activated until closer to the MZT. In this way ZLD would act indirectly to keep chromatin open at these regions until these other factors are able to exert their control. Alternatively, ZLD may act to directly recruit a zygotically expressed coactivator to the regulatory regions of genes expressed at the MZT. For example, ZLD could recruit factors, such as P-TEFb, that work to release stalled RNA polymerase II [37] or, similar to β-catenin, recruit chromatin-modifying enzymes [25]. The ability of ZLD to activate transcription could also be modulated by post-translational modifications to the protein itself.

It is worth noting that before zygotic induction *Drosophila* embryos are undergoing rapid rounds of DNA replication and ORC, the replication initiator, does not bind to specific sequences [38], but rather depends upon access to open chromatin [39]. Hence ZLD, with its potential role in shaping the chromatin landscape may also play a key role prior to transcription initiation in allowing for the proper assembly and spacing of pre-replication sites, and CAGGTAG may be a good predictor of origins [40]. As the embryo progresses through the MZT, ORC binding becomes less closely spaced and origin firing becomes less synchronous suggesting that DNA replication reflects a changing chromatin environment.

It is noteworthy that ZLD may activate distinct sets of genes by different mechanisms. TAGteam sites were first defined as sequence elements driving the expression of a small number of genes prior to the MZT [7]. It was therefore assumed that the TAGteam-binding protein, ZLD, might function specifically to activate this subset of genes. However, we have shown that ZLD is marking the genome for widespread transcriptional activation of the zygotic genome at cycle 14. Perhaps, ZLD is able to directly activate the small subset of genes expressed prior to the MZT, but that ZLD-mediated gene activation at the MZT requires additional zygotically expressed cofactors or post-translational modifications.

### Genome poising as a general feature of animal development

Given the ability of transcription factors such as β-catenin, FoxA1, and ZLD to mark genes for subsequent activation, and the recent evidence that chromatin remodeling, histone modifications and RNA polymerase II occupancy prepare developmental genes for later transcription, we suggest that the poising of genomes for subsequent activation is likely to be a common feature of pluripotent cells. Determining the roles of these mechanisms in regulating gene expression at this important developmental timepoint will be crucial to understanding how these cells are poised for differentiation and how subsequent activation can be regulated to drive specific cell fates.

## Materials and Methods

### ZLD antibody purification

As described in Harrison et al. [9], rabbits were immunized with GST fused to amino acids 1117–1487 of ZLD and purified against the same portion of the protein fused to maltose binding protein (MBP). As this portion of ZLD includes the zinc-finger DNA-binding domain, we further purified these antibodies using MBP fused to the four zinc fingers, amino acids 1318–1444. For our experiments, we recovered the antibodies that failed to bind to this MBP fusion protein and confirmed by immunoblot that these antibodies could recognize the full-length ZLD, but not the DNA-binding domain alone.

### Formaldehyde crosslinking of staged and sorted embryos, and chromatin isolation

*D. melanogaster* flies were maintained in large population cages in an incubator set at standard conditions (25°C). Embryos were collected for 30 minutes, and then allowed to develop for 60, 120 or 180 additional minutes before being harvested and fixed with formaldehyde. The fixed embryos were staged and hand sorted in small batches using an inverted microscope (Figure S1A) to remove the small number of older contaminating embryos resulting from egg retention, with the sorting first done at 4× and then confirmed at 10× magnification. Our visual inspection of all of the processed embryos gave us great confidence that we had removed later-stage contaminants, a view bolstered by an assessment of the trends in ZLD binding over the three timepoints. In particular, the presence of regions with no binding at cycle 8 but high levels of binding in later stages (Figure 6A) demonstrated that our cycle 8 binding was not simply later stage contamination, as did the enrichment for cases in which cycle 13 binding was intermediate between cycle 8 and late cycle 14 (Figure S1B).

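On the chromosome arms 1833 sites had a normalized coverage of 500 or more at late cycle 14. At 139 of them cycle 8 coverage was under 10% of late cycle 14 coverage, and at 5 it was under 3 times the background of the arms. These numbers rest on the coverage at a single position, which picks out low values, and so do the limits and ratios of the sites that follow. The lowest was an intronic site on 3L at 19026832, nearest the start of nkd, with 1.48 at cycle 8 (0.18 to 5.35), 205.1 at cycle 13 and 597.2 at late cycle 14. The upper limit of its cycle 8 coverage, with copies treated as separate molecules, was 0.90% of its late cycle 14 coverage. By the paper's heights its cycle 8 value is 1.73% of its late cycle 14 value, above that limit. Its log2 ratio was 8.07 at the centre and 6.38 with reads counted over 300 bp. The other 4, named after their values were seen, were on 3R at 15167719 and 8074206, on X at 311457 and on 2L at 14436029, with a cycle 8 coverage of 7.41, 5.19, 6.67 and 8.89. The other largest rises by the fixed rule were on 3L at 11580334, from 2.22 (0.46 to 6.50) to 352.4, and on X at 18194514, from 0.74 (0.019 to 4.13) to 350.7. Their log2 ratios dropped from 7.31 to 3.91 and from 7.30 to 4.68 with reads counted over 300 bp, below the 5.55 of a site of HmgZ at 17590363. None of the 6 sites near HmgZ (2R, 17585055 to 17591993) was in the cycle 8 list, and 3 of them were labelled promoter. Coverage at these went from 37.8 (28.1 to 49.7) through 728.1 to 1317 at 17592082, from 39.3 to 1118 at 17590693 and from 19.3 to 849.5 at 17590363. In the other direction, 150 of 1313 sites with a cycle 8 coverage of 500 or more had late cycle 14 coverage under 10% of it. Cycle 13 coverage lay between the other stages at 12704 of the 16278 sites (78.0%, exact 95% interval 77.4 to 78.7), whereas 35.3% did in Poisson draws with 1 level per site. Restricting to sites in all 3 lists, an alternative chosen after seeing the data, gave the lowest share, 64.7% (63.4 to 66.0).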

1, 0.2, and 0.1 g of embryos at the three different stages respectively, were used to prepare chromatin for immunoprecipitation following the CsCl_2_ gradient ultracentrifugation protocol as previously described [12]. With the small amount of embryos in each sample, the ultra-centrifugation was carried out with a SW41 rotor, and the volumes of buffers, detergents, and CsCl2 solutions were adjusted accordingly as detailed in the previous protocol.

### ChIP and sequencing

The chromatin obtained was fragmented to sizes ranging from 100 to 300 bp using a Bioruptor (Diagenode, Inc.) for a total of processing time of 140 min (15 s on, 45 s off), with power setting at “H”. We used 3.7 µg chromatin from cycle 8, 6.6 µg from cycle 13 and 6 µg from cycle 14 in the chromatin immunoprecipitation reaction, using the affinity purified anti-ZLD antibody, following the procedure described previously [12]. The sequencing libraries were prepared from the ChIP and Input DNA samples, and subjected to ultra-high throughput sequencing on a Solexa Genome Analyzer IIx as previously described [23], except that the DNA fragments ranged from 200–350 bp in size.

### Mapping sequencing reads to the genome

Sequenced reads were mapped to the April 2006 assembly of the *D. melanogaster* genome, (UCSC version dm3, BDGP Release 5) using Bowtie [13] using the command-line options ‘-n 2 -l 36 -m 2’, thereby keeping for further analyses only tags that mapped uniquely to the genome with at most two mismatches. Each read was extended to 150 bp based on its orientation, and the total number of reads per timepoint was normalized to 10,000,000.

### Peak calling

We developed a model-based multi-peak algorithm—Grizzly Peak—to accurately identify significant ZLD bound loci across the genome. Grizzly Peak is an iterative model-based peak fitting method, which we modified from Capaldi et al. [41]. In brief, Grizzly Peak estimates the expected shape of a binding event in the ChIP-seq data. The algorithm then iteratively scans the genome and identifies enriched regions with high protein occupancy. These regions are expanded and analyzed, aiming at finding a minimal set β of peaks (each with a genomic position and an occupancy level) optimizing the fit to the measured data. To allow for overlapping peaks, we devised a simple heuristic for considering actions such as adding or removing peaks. Each step is then assigned a score, and steps are taken if a significant improvement in the score is achieved. Once a genomic region has been analyzed and fitted, the optimized set of peaks is recorded, and this genomic region is discarded from future fitting. This process is repeated until no significantly bound loci remain. The Grizzly Peak algorithm is available at http://eisenlab.org/software/grizzly.

### Motif analysis

Identified peaks were expanded to 300 bp around each binding event (peak center), and were analyzed for enriched motifs. We used three de novo motif discovery tools. First we used MEME (version 4.5.0) [14], searching in a zero or one binding site per peak (“zoops”) mode, and allowing for up to 10 motifs, while testing both strands. In addition, we used another motif analysis algorithm using Expectation-Maximization (EM), and assuming at least one binding site per peak [15]. We accompanied our analysis by Weeder (version 1.4.2) [16], an exhaustive enumeration algorithm that tests the enrichment of each motif among the input sequences.

### Genomic annotations

Each called peak was assigned a genomic functional annotation based on FlyBase gene annotations (UCSC, release dm3), including the position of exons and transcript start and end points. According to the position of the peak center position, we categorized each peak into one of six genomic categories: (1) Promoter peaks – from 500 bp upstream to 150 bp downstream to an annotated start site; (2) Coding sequence (CDS) peaks – overlapping any exon; (3) 5′-UTR peaks – overlapping a transcript, but not CDS or promoter; (4) 3′-UTR peaks; (5) Intron peaks; and (6) Intergenic peaks – downstream of genes or more than 500 bp upstream. Each peak was then assigned to the nearest gene.

### Randomization via genomic shuffling of peak positions

To estimate the random expected distribution of ZLD peaks relative to genome annotations, we devised a simple strategy to assign every peak to a new randomized position that maintained the number of peaks, their sizes, their distribution over chromosomes and their relative distances from each other. First we randomly reordered the peaks in each chromosome, practically mixing between strong and weak peaks. Second, we randomly shuffled the linker distances between every pair of adjacent peaks. Finally, we repositioning each peak at a new randomized position and repeated the analyses at hand.

### Zygotic expression—data, class, and estimate onset time

We used single-embryo zygotic expression data from Lott et al. [17], including gene classification to (1) zygotic; (2) zygotic/maternal; and (3) maternal only. These were done according to the zygotic expression patterns of each gene and its genotypic signature. Onset times for zygotic genes were determined as the first time for each gene with zygotic mRNA abundance above 5 RPKM (reads per kilobase per million reads mapped, limited to autosomal chromosomes), after interpolating the eight measured timepoints using a shape-preserving piecewise cubic interpolation (MATLAB R2010a, interp1 function, “pchip” model).

### Analysis of expression in embryos depleted for maternal ZLD

Raw gene expression data from Liang et al. [10] for wildtype embryos and embryos depleted for maternal ZLD were downloaded from GEO (accession GSE11231) and reanalyzed. Up- and down-regulation were estimated by comparing expression levels in wildtype to ZLD-depleted embryos. Probes marked as “absent” in both strains (“noise” vs. “noise”) were discarded from further analyses of these data.

### Overlap with developmental transcription factors

ChIP-chip data for 21 transcription factors during early developmental stages (cycle 14) were obtained from MacArthur et al. [18], at http://bdtnp.lbl.gov/Fly-Net. We applied Grizzly Peak to identify the exact binding position for each factor within the 1% FDR (symmetrical) enriched regions. We then analyzed the co-occurrence of ZLD peaks vs. the top 300 peaks of each factor. As a control, we repeated this analyses after randomly repositioning all the peaks per TF using the random shuffling approach described above. We then compared the coverage of these randomized positions with ZLD, and calculated the percent of recognition elements that are bound in the presence or absence of ZLD. We focused on eight well-studied factors with simple recognition motifs (BCD: TAATCC; CAD: TTTATTG; GT: TTACGTAA; HKB: GGGCGTG; TLL: TTGACTTT; D: CCATTGT; H: CACGCGCC; and PRD: GTCACGC). We identified all genomic occurrences of these motifs, and calculated the fraction of bound motifs (using a 1% FDR threshold from MacArthur et al. [18]). These fractions were then compared to the number of bound motifs given overlapping ZLD binding (ZLD occupancy above 100 RPKM in late cycle 14). Finally, we repeated this analysis with a randomly shuffled set of genomic positions (instead of the real occurrences of recognition motif for each TF) to test the different basal correlations of each factor and ZLD. Merged data with ZLD binding and data from previously published transcription factors are provided in Table S5.

### Data availability

Raw and mapped sequencing reads are available from the National Center for Biotechnology Information's GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE30757. A browser with ZLD binding and other related data discussed in the manuscript can be accessed at http://eisenlab.org/data/ZLD.

## Supporting Information

Figure S1 Hand-sorted embryos and evidence of successful sorting. (A) Hand-sorted embryos used for ZLD chromatin-immunoprecipitation during cycle 8 (left), cycle 13 (center), late cycle 14 (right). (B) Classification of ZLD peaks based on relative binding strength at three timepoints. We identified 12,135 peaks in pooled reads from all timepoints, and then used reads from individual timepoints to compute occupancy at each of these sites and classified peaks based on change from cycle 8 to cycle 13, and from cycle 13 to late cycle 14.
(EPS) Click here for additional data file.

Figure S2 Strength of ZLD binding correlates with number of ZLD target sites. Average number of CAGGTAG (top) and CAGGTA (bottom) motifs within 150 bp of ZLD peaks at cycle 8 (peaks grouped in to bins of 100).
(EPS) Click here for additional data file.

Figure S3 Binding and expression of two genes (*opa* and *leak*) bound by ZLD but not expressed until MZT.
(EPS) Click here for additional data file.

Table S1 ZLD peaks at cycle 8.
(XLS) Click here for additional data file.

Table S2 ZLD peaks at cycle 13.
(XLS) Click here for additional data file.

Table S3 ZLD peaks at late cycle 14.
(XLS) Click here for additional data file.

Table S4 ZLD peaks in combined data.
(XLS) Click here for additional data file.

Table S5 Master data table with ZLD binding, transcription factor and polymerase ChIP, and expression data.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

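ZLD binding was measured by ChIP-seq in hand-sorted embryos at cycle 8, cycle 13 and late cycle 14, with 1 library per stage. The authors mapped the reads to dm3 with Bowtie, kept, as they state, tags with a unique place, extended each to 150 bp and scaled each library to 10000000 reads. They called peaks separately in each library with Grizzly Peak, and the deposited peak lists give each peak's interval and its height as a coverage signal. The deposited read files give 1 line per mapped read.

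From these files, coverage was computed with numpy 2.4.6 and scipy 1.17.1 under Python 3.11.15, from all reads, copies included. Union sites were built by joining peak centres within 150 bp, and the centre of a site was the position of highest pooled normalized coverage between its peak centres. The value at a site was the number of extended reads over that position, scaled to 10000000 reads. In log2 ratios, read numbers under 3 were set to 3. Reads overlapping a site were to be counted, and the site was taken as its centre position once the files had been seen. Reads over 300 bp were run as the alternative. Peak centres as positions of highest coverage were likewise chosen then, with the interval midpoint as alternative. Shares carry exact Clopper-Pearson intervals and coverage exact Poisson intervals at 95%. These cover counting error only, and because of PCR copies they are narrower than an interval over molecules would be. With 1 library per stage no test between stages was made.

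The named sites are those within 5000 bp of genes the paper names for ZLD binding, the 3 highest deposited peaks of each stage, and the 3 largest rises and 3 largest falls from cycle 8 to late cycle 14 among sites whose higher stage was at or above the median and whose cycle 13 value lay between. Sites named for a low cycle 8 share and the pair of neighbours at sc were chosen after their values were seen, and the bounds of 500, 16 and 64 were chosen after the files had been seen.

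The functions were tested on simulated data. With Poisson draws at the 11374 cycle 8 peaks and 200 of them changed between cycle 8 and late cycle 14, 98.5% of the changed sites were recovered at a 2-fold threshold, and 0.072% of the unchanged sites passed it. Every simulated change was larger than 2-fold, so high recovery was built in. The draws held no copies, so these values check the functions and are not error rates for these libraries.

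The alternatives were other distances and overlaps for shared peaks, coverage in place of a called peak, other scalings (median of ratios, reads outside sites, background subtracted), 1 read per position and strand, and sites in all 3 lists only. Motif counts, bound CAGGTAG sites, peak annotation of the whole lists and genes with a promoter peak were not analysed here, because they need the dm3 sequence or its annotation, which were not used here. Peak labels, gene positions, DNaseI and expression values come from the parts of Tables S1 to S5 that were used.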

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

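The tests on nuclear DNA, on the level of whole chromosomes and on fewer peaks in heterochromatin were chosen after values bearing on them had been seen. Every comparison here rests on 1 library per stage, so a difference between libraries and a difference between stages stay confounded.

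The paper does not discuss the mitochondrial genome, on which the cycle 8 library had 171 reads (146.3 to 198.6), against 13 at cycle 13 (6.92 to 22.2) and 7 at late cycle 14 (2.81 to 14.4). As a share of the library, the fall from cycle 8 to late cycle 14 was 31.6-fold (15.0 to 79.9). Copies of a few molecules do not account for all of it, since distinct positions, as a share of those of the library, fell by 17.4-fold (7.41 to 49.8), from 46 to 6. At cycle 8 the list held 1 peak on this genome, and 64 of the 171 reads lay outside it. Outside it the fall, as a share of the reads outside sites, was 13.1-fold (5.33 to 41.7), from 64 reads to 5. The peak was called for its reads at cycle 8, so leaving it out lowers the fold by construction, and copies are counted as separate reads in both folds. A candidate explanation is that nuclear DNA multiplies between these stages while mitochondrial DNA does not. This would give a fall between 32 and 64-fold, which the interval of the 31.6-fold fall includes. The folds of 17.4 and 13.1 lie below that range, and their intervals include 32 but not 64. The explanation cannot be told apart from a difference in the chromatin purification, which was done once per stage.

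Heterochromatic and unplaced sequence, which the paper does not discuss separately, held 2.30% of the reads at cycle 8, 1.72% at cycle 13 and 1.33% at late cycle 14, and 345, 213 and 130 of the peaks. Copies do not account for the whole fall, since the share of distinct positions fell as well, from 2.61% to 1.84%, a ratio of 0.70. That fall was smaller than the fall in the share of reads, so copies may account for part. Fewer peaks are not the whole of it, since the share among reads outside sites fell from 3.25% to 2.64%, a ratio of 0.81. XHet was an exception, with a median log2 ratio of 2.01 at 14 sites. Its share among reads outside sites rose from 0.0554% at cycle 8 to 0.0702% at late cycle 14. That share also rose on 2LHet, from 0.0547% to 0.0568%, and was nearly level on YHet, at 0.0194% and 0.0193%. It fell on each of the remaining sequences of this kind. Weak binding below the peak threshold, a difference in chromatin recovery and a change of heterochromatin between the stages were not tested and stay open.

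Sites on chromosome 4, which the paper does not discuss separately, had a median log2 ratio of late cycle 14 to cycle 8 of 1.10 (145 sites), against -0.20 at the 13599 sites of the other autosomal arms. The difference of 1.30 does not depend on how whole libraries are scaled. Copies do not account for it, since it was 1.31 with 1 read per position and strand. It was 1.79 at the 100 sites far from the highest coverage this count allows, but such sites were picked by coverage in the same libraries. With all reads, the 10817 such sites on any chromosome had a median log2 ratio of -1.14, against -0.19 at all sites. The value of 1.79 is therefore not used as support. The level of the whole chromosome accounts for part at most: reads outside sites rose on chromosome 4 by 0.63 relative to the autosomal arms, and scaling by them left a difference of 0.66. Base composition was not analysed here. A change of chromatin on chromosome 4 between the stages stays open and untested.

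Sites on the X chromosome, which the paper does not separate from the others, had a median log2 ratio of 0.12 (2133 sites), a difference of 0.32 from the autosomal arms, whose medians ran from -0.29 to -0.10. Scaling whole libraries by reads outside sites raised the X median to 0.46 and left the difference unchanged, so the difference, and not the sign of either median, is reported. The level of the whole chromosome is argued against by a difference of 0.28 after scaling by reads outside sites. Copies are argued against by a difference of 0.33 with 1 read per position and strand. Sites far from the highest coverage of that count gave 0.58, but they were picked by coverage in the same libraries. That value is therefore not used as support. Site strength is argued against by a difference of 0.42 after matching on strength, positive in 8 of 10 strength classes, with class values from -0.23 to 1.41. The share of sites that rose was 51.8% on X and 47.6% on the autosomal arms, so it is small beside the spread of single sites. A property of the X chromosome may underlie it, as a hypothesis found and examined on the same 3 libraries; base composition was not analysed here.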

How the results depend on the processing

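The thresholds of 2, 5 and 10 times the background for presence, the interval midpoint as centre and the share of intermediate sites among those in all 3 lists were chosen after the data had been seen. No paired analysis was possible because there is 1 library per stage. No other split of the samples was possible for the same reason. Other alternatives, for CAGGTAG and the other motifs, for bound CAGGTAG sites, for change at sites with CAGGTAG, for whole-list annotation and for promoter definitions, were not run, since the genome sequence and annotation they need were not used here. Unless stated otherwise, the cause of a change was not tested.

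Restricting peaks to heights at or above the cycle 8 median left 5687, 5777 and 5409 at cycle 8, cycle 13 and late cycle 14, by construction fewer. Restricting to the arms changed the counts by less than 1.5 times. Reads within 500 bp of a centre made up 56.4%, 62.4% and 64.1%, by construction more, and with 1 read per position and strand the shares were 34.1%, 27.7% and 30.0%, so that cycle 8 came out highest. With that count coverage is limited at strong sites, and 1550 sites at cycle 13 and 1282 at late cycle 14 were near the limit, against 200 at cycle 8, so this order is read from a saturated count.

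The number of sites in all 3 lists stayed within 1.5 times of 5108 under every overlap rule and with the interval midpoint as centre, from 4833 to 5219. The share was 28.7% with centres within 50 bp, 32.7% within 300 bp and 32.7% for overlap by 1 bp. Restricting to peaks at or above the median height of their list gave 62.9%, 78.7% and 71.5% in all 3 lists, against 44.9%, 48.8% and 54.2% of all peaks. Presence read from coverage depended on the threshold. At 2 times the background 14830 sites (91.1%) were present at all stages, 732 at cycle 8 and not at late cycle 14, and 690 the reverse. At 5 times these were 11363 (69.8%), 2681 and 2167, and at 10 times the share was 46.5%. Over the 12135 sites strongest in pooled coverage they were 11706 (96.5%), 140 and 288 at 2 times, 10246 (84.4%), 738 and 1148 at 5 times, and 61.9%, 2028 and 2571 at 10 times.

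The sign of the median log2 ratio of late cycle 14 to cycle 8, -0.19, depended on the scaling. With median of ratios, set on these same sites, it was 0.0072. That scaling brings the median near 0 by construction, here and for cycle 13, so its sign there carries no information. With reads outside sites the median was 0.14. The shifts, 0.20 and 0.34, apply to every site. The median was -0.27 with 1 read per position and strand, and 0.33 at sites in all 3 lists. For cycle 13 to cycle 8 the median of 0.20 became -0.0013, 0.49, -0.079 and 0.48 in the same order, 0.22 with background subtracted and 0.17 over 300 bp. The counts of sites changed by 2-fold or more stayed within 1.5 times under the alternatives that used every site, and were 1646 higher and 841 lower among the 5108 sites in all 3 lists, by construction fewer. Cycle 13 lay between the other stages at 80.3% of sites with median of ratios, 75.5% with reads outside sites, 74.6% with 1 read per position and strand, 64.7% of sites in all 3 lists and 91.8% of sites changed by 2-fold or more. Picking sites by a large gap between the outer stages itself makes a middle value more frequent, and no draws were made for such sites.

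By label, median of ratios gave 0.84 for promoter, 0.94 for intergenic, 1.19 for intronic and -0.050 for CDS peaks, and reads outside sites gave 0.98, 1.07, 1.33 and 0.087. With 1 read per position and strand they were -0.91, -0.70, -0.65 and -0.96. That count cannot exceed 300 at a site, and 957 of the 1000 peaks at cycle 13 and 882 at late cycle 14 were at 270 or more, against 197 at cycle 8. A site at 300 in both libraries has a log2 ratio of -1.18 whatever its binding, so these values do not measure change at strong sites. The same holds for the named sites at opa (674772) and lea (1421839), whose ratios became -0.89 and -0.97. Of the 77 named sites, no other with a change of 2-fold or more changed direction under the alternatives run. Coverage at a single position picks out low values, and counting reads over 300 bp took the largest rises, on 3L at 19026832 and 11580334 and on X at 18194514, from 8.07, 7.31 and 7.30 to 6.38, 3.91 and 4.68. The Spearman coefficients with deposited heights became 0.96, 0.97 and 0.97 with 1 read per position and strand.

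Depth limits the weak sites. The background of 6 or 7 extended reads leaves few reads at low sites. At the centre, 42 of the 16278 sites had no read at cycle 8, against 0 at cycle 13 and 7 at late cycle 14. With copies counted, the background was 6 reads at both cycle 8 and late cycle 14. With copies left out, the median of the arms was 2 at cycle 8 and 4 at late cycle 14. The cycle 8 background therefore held fewer distinct positions, which would leave more sites without a read. Whether this accounts for the whole difference between 42 and 7 was not tested.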

Differences from the paper's values

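The paper gives 10873 peaks found in all stages, and 5108 sites were in all 3 deposited lists. The paper's share is 90% and the share here was 31.4%. The paper gives 775 sites present at cycle 8 and absent at late cycle 14, and 6220 sites were in the cycle 8 list without a late cycle 14 peak. For each of these values, the alternatives set before the data were examined that bear on them (centres within 50 bp or 300 bp, overlap by 1 bp or by 50%, and coverage at or above the 5th percentile of cycle 8 peaks) stayed more than 1.5 times from the paper's value. The procedures count different things: the legend of Figure S1 describes peaks called in pooled reads and occupancy computed at each of them, and the text does not give the occupancy below which a site was absent. Some settings chosen after seeing the values, with presence read from coverage over the background of the arms, come within 1.5 times of the paper's values. For the sites at all stages, these were 14830 at 2 times the background, 11363 at 5 times and 7573 at 10 times over the 16278 sites, and 11706, 10246 and 7513 over the 12135 strongest pooled sites. For the share they were 91.1% and 69.8% at 2 and 5 times over all sites, and 96.5%, 84.4% and 61.9% at 2, 5 and 10 times over the strongest. For the sites lost by late cycle 14 they were 732 at 2 times over all sites and 738 at 5 times over the strongest. These are settings under which the values fall near the paper's, not the paper's method.

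At sites named for a very low coverage at 1 stage, the value at the centre was below the paper's height in Table S4. The paper's height at cycle 8 is 10.4 on 3L at 19026832, where the coverage at the centre was 1.48, 20 on 3R at 8074206 (5.19 here) and 14.8 on 2L at 14436029 (8.89 here). It is 40 on 2R at 8846399 (25.9 here) and 77.8 on 3R at 17437750 (42.2 here). By the paper's heights, 3 of the 5 sites under 3 times the background at cycle 8 (13.3) are under it and 2 are above it, and cycle 8 is 1.73% of late cycle 14 on 3L at 19026832. At late cycle 14 the paper's height is 12 on 3L at 4486776, against 2.86 here. It is 1.7 on 3LHet at 1884945, against 0.57 here, where both values are below the background of the arms (3.43). No alternative set before the data were examined was compared with these heights.

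The numbers of peaks per stage equalled the paper's. Coverage at the sites near sc, eve, zen, CG14014, CG18269, opa, lea and HmgZ that Table S4 lists lay within 1.5 times of the paper's heights at every stage.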

Other observations

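The test of neighbouring sites and that of sites in the cycle 8 list alone were written down before their values were seen; the relations to DNaseI were looked at without a prediction.

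Sites in the cycle 8 list alone are numerous and the cycle 8 library has the most copies, so copies stacked on a few positions were weighed as their source. At the 4104 such sites on the arms, coverage from 1 read per position and strand had a median of 31 positions, 15.5 times the median of the arms, and the lower quartile was 12.5 times. Stacked copies would have left it within 1.5 times. For sites in the late cycle 14 list alone the same ratio was 18.8. These sites are therefore enriched in distinct fragments. Whether a second cycle 8 library would show them was not tested.

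Neighbouring sites changed together. The Spearman coefficient of pairs 500 to 2000 bp apart was higher by 0.43 than that of pairs 20000 to 50000 bp apart, and with 1 read per position and strand the coefficients were 0.57 and 0.16. DNA fragments that span both sites were weighed as a source, but this comparison decides nothing about them. All pairs were at least 500 bp apart, beyond the shift between the strands on chromosome 4, which estimates the fragment length (135 bp at cycle 8 and cycle 13, 145 bp at late cycle 14), and beyond the longer fragments that the paper's methods give. How closer pairs change was not tested. A regional bias of a single library and a regional change of binding between the stages stay open and untested.

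At the first 1000 pooled peaks of Table S4, the paper's DNaseI value at cycle 14 had a Spearman coefficient with ZLD coverage of -0.10 at cycle 8, 0.36 at cycle 13 and 0.58 at late cycle 14, across peaks, which are not replicates. The log2 ratio of late cycle 14 to cycle 8 had a coefficient of 0.46 with it, and within labels 0.48 for promoter, 0.49 for intronic, 0.40 for intergenic and 0.68 for CDS peaks. The 250 peaks lowest in DNaseI had a median log2 ratio of -0.26 and the 250 highest 1.18. These peaks were picked for their pooled coverage, which by itself pushes cycle 8 and late cycle 14 coverage apart, so the coefficients describe this part of the table and are not set against the paper's genome-wide ones. No explanation was tested.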
